# Age‐Like Methylation Changes of HSCs in GADD45B Knockout Mice Define Methylation Sites Associated With Loss of Function

**DOI:** 10.1111/acel.70453

**Published:** 2026-03-20

**Authors:** Wakako Kuribayashi, Mayuri Tanaka‐Yano, Bongsoo Park, Hagai Yanai, Ferda Tekin‐Turhan, Isabel Beerman

**Keywords:** aging, DNA methylation, epigenetics, Gadd45b, hematopoietic stem cell, searchable DNA methylation database

## Abstract

Hematopoietic stem cells (HSCs) self‐renew and differentiate into all blood cells maintaining the hematopoietic system. Age‐related HSC dysfunction impacts all of hematopoiesis, with DNA methylation alterations in aged HSCs contributing to altered function. Growth Arrest and DNA Damage‐inducible proteins (*Gadd45a*, *Gadd45b*, and *Gadd45g*) are expressed in HSC activation, and *Gadd45b* has been reported to induce DNA demethylation. Thus, we explored the relationship between *Gadd45b*, DNA methylation and age‐related HSC changes. WGBS on HSCs from GADD45B knockout mice demonstrated young knockout HSCs have increased DNA methylation, with both unique and overlapping methylation changes compared to aged wild‐type HSCs without reflecting aging transcriptional changes. Peripheral blood and bone marrow analysis, competitive transplants, and single‐cell culture analyses showed no significant loss of functional potential in the aberrantly methylated GADD45B knockout HSCs. We concluded these altered methylation sites don't alter HSC potential. We generated a searchable HSC DNA methylation database incorporating available datasets and present a truncated list of methylation sites associated with changes in HSC function for prioritization to target for resetting the age‐associated loss of HSC potential.

## 1 Introduction

Aging leads to a decline in the functional capacity of hematopoietic stem cells (HSCs), characterized by an increase in HSC numbers and a bias towards myeloid and platelet differentiation in the murine model (Beerman et al. 2010). Changes have been reported in the epigenome and chromatin organization of old HSCs compared to young HSCs (Beerman et al. 2013; Itokawa et al. 2022; Sun et al. 2014). Reported global DNA methylation (DNAm) levels in young HSCs range from 70% to 90% (Cabezas‐Wallscheid et al. 2014; Sun et al. 2014), with DNAm changes potentially influencing their differentiation potentials (Beerman et al. 2013; Yu et al. 2016). The role of methylating and demethylating DNA is performed largely by DNA methyltransferase (DNMT) and ten‐eleven translocation (TET) family proteins (Ambrosi et al. 2017). Murine models of mutant *Dnmt* and *Tet* family genes in hematopoiesis show loss of regulation of the HSC differentiation decisions (Challen et al. 2014; Cimmino et al. 2015; Moran‐Crusio et al. 2011; Tie et al. 2020; Trowbridge et al. 2009) leading to both clonal expansion and altered myeloid cell production. These are also phenotypes associated with aging. In addition, the expression level of *Dnmt3a*, *Dnmt3b*, *Dnmt1*, and *Tet1* decreases in old HSCs compared to young HSCs, suggesting changes in DNAm regulation is also associated with aging (Flohr Svendsen et al. 2021; Sun et al. 2014). Previous studies have reported global DNAm levels in HSCs increase with age (Beerman et al. 2013; Kuribayashi et al. 2021; Sun et al. 2014); however, it is not well understood whether age‐related changes in DNA methylation directly affect functional potential in HSCs.

Old HSCs accumulate DNA damage yet have the capacity to elicit DNA damage response pathways (Beerman et al. 2014; Flach et al. 2014). During quiescence, DNA repair pathways, that include the GADD45 family, are attenuated but activated upon entry into the cell cycle (Beerman et al. 2014). The GADD45 protein family, consisting of GADD45A, GADD45B, and GADD45G, plays a crucial role in stress signaling by activating multiple pathways to enhance cell survival under DNA damage induced stress (Niehrs and Schafer 2012). This critical role in DNA damage is often the focus of this family, but overexpression of *Gadd45a* or *Gadd45b* in nerve cells leads to increased DNA damage as well as induction of DNA demethylation (Barreto et al. 2007; Ravel‐Godreuil et al. 2021). *Gadd45b* has also been implicated in demethylation of brain cells (Labonte et al. 2019; Ma et al. 2009). To reveal if GADD45B plays a role in regulating DNA methylation in the hematopoietic system during aging, we studied a knockout model of GADD45B to assess its role in DNA methylation and functional potential in hematopoietic stem cells (HSC). We found surprising overlap between sites that lose methylation when missing GADD45B or after aging in HSCs, but these overlapping changes in methylation status did not lead to functional changes. Combining our newly generated DNA methylation datasets with previous manuscripts, we created a searchable database defining reproducibly altered DNA methylation sites in aged HSCs. By subtracting the DNA methylation sites that overlap with the GADD45B KO HSCs—with no functional alterations—we define a significantly reduced number of potential DNA sites to target to mitigate age‐associated functional changes in HSCs.

## 2 Methods

### 2.1 Mice

GADD45B knockout mice are JAX #013101, kindly shared by Dr. Mashiko Negishi at NIEHS, and bred and aged at our NIA animal facility. No significant differences were seen between sexes, so both sexes are included in the data sets. CD45.1 mice were purchased from JAX #002014. All experiments were approved under IACUC 469‐TGB‐2025.

### 2.2 Flow Cytometry Analysis

Complete blood counts were collected using Hemavet 950FS. Frequencies of PB cell populations were generated using flow cytometry after ACK treatment and staining with Ter119 (BioLegend, 116232, 1/200), B220 (BioLegend, 103227, 1/200), Mac‐1 (BioLegend, 101224, 1/200), CD3 (BioLegend, 100214, 1/200), and Gr‐1 (BioLegend, 108434, 1/200); with CD45.1 (BioLegend, 110728, 1/100), CD45.2 (BioLegend, 109820, 1/100) included for transplantation experiments. Bone marrow cells from crushed long bones were treated with ACK and stained with lineage [Ter119, B220, Mac‐1, CD3, Gr‐1, IL7ra (BioLegend, 135024, 1/200)], Sca‐1 (BioLegend, 108126, 1/200), c‐Kit (BioLegend, 105808, 1/200), CD34 (eBioscience, 11‐0341‐85, 1/50), Flk2 (BioLegend, 135310, 1/50), CD150 (BioLegend, 115914, 1/200), and FcγRα (eBioscience, 45‐0161‐82, 1/100).

### 2.3 Competitive Transplantation

Pooled BM cells from 2 mice were c‐Kit enriched (Stemcell Technologies) and stained with antibodies listed above. Two hundred HSCs (PI^−^Lin^−^cKit^+^Sca1^+^CD34^−^Flk2^−^CD150^+^) were transplanted into lethally irradiated (9.56 Gy) recipients against 1 × 10^5^ CD45.1 WBM cells. PB analysis was performed at 4‐week intervals.

### 2.4 5‐Fluorouracil (5‐FU) Treatment

5‐FU was administered at 150 mg/kg by intraperitoneal injection, once every 3 weeks, as previously described (Beerman et al. 2013) for 2 cycles. Animals were continuously monitored for general health and body weight, and no discernable side effects were observed.

### 2.5 Flow Cytometry

Data were acquired on BD FACS Fusion, Discover S8, Canto II, and Aria and analyzed using FlowJo Software (Figure S4).

### 2.6 Single HSC Culture Analysis

Individual HSCs were sorted into wells of 96‐well round‐bottom plates. Differentiation media contained Dulbecco's modified Eagle's medium and F‐12 medium supplemented with 10% fetal calf serum, penicillin/streptomycin, 2 mM GlutaMAX, 50 mM 2‐mercaptoethanol, and 10 ng/mL of murine cytokines: stem cell factor, thrombopoietin, Flt3l, IL‐3, erythropoietin, granulocyte macrophage colony‐stimulating factor. Maintenance media was SF‐O3 (Iwai) supplemented with AlbuMax, penicillin/streptomycin, 2 mM GlutaMAX, 50 mM 2‐mercaptoethanol, supplement (Iwai), and mouse stem cell factor, thrombopoietin, and IL‐12 (Beerman et al. 2014). HSCs were cultured at 37°C in a humidified atmosphere with 5% CO_2_. At denoted time points, cell numbers were counted under a microscope. After 14 days of culture, the size of each colony was measured. Click‐iT Plus EdU Alexa Fluor 647 Flow Cytometry Assay Kit was used on 2000 HSCs from three individual mice (*n* = 3) cultured in differentiation media with 10 μM EdU for 18 h.

### 2.7 RNA‐Seq

RNA was purified with TRIzol Reagent and Direct‐zol RNA Microprep. RNA‐seq libraries were constructed using SMART‐Seq v4 Ultra Low Input RNA Kit for Sequencing. A total of 2.1 billion reads were used for transcriptome sequencing, on an average of 80 million reads per sample (YWT *n* = 4, OWT *n* = 12, YKO *n* = 5, OKO *n* = 7) (Table S7). For analysis of transcriptome datasets, we built an index for STAR using the GENCODE M22 reference feature including protein‐coding and non‐coding genes (Dobin et al. 2013). Prior to sequence alignment, we applied trim galore (version 0.4.3) with cutadapt (version 1.12) to remove any unnecessary genomic fragments (e.g., adapter dimers) and low‐quality nucleotide sequences from the raw reads. We mapped adapter trimmed sequencing reads to the mouse reference genome (mm10) using STAR aligner and calculated the raw count using featureCounts software (gene‐level) (Liao et al. 2014). Differentially expressed genes (DEGs) lists were generated with DESeq2 using cutoff: FC > 1.5, FDR < 0.05 (Love et al. 2014; Martin 2011). Differentially expressed genes (DEGs) were defined using cutoff: fc > 1.5 and adjusted *p* value < 0.05 (https://github.com/genomicspark/RNA‐seq_QC_analysis/blob/master/pipe_code/rnaseq_RUV_pairwise_HSC.R). DEGs pathwas were analyzed with IPA (QIAGEN).

### 2.8 WGBS

WGBS sequencing data were generated by Psomagen. Differentially DNAm CpGs (DMCs) were defined with methylkit using cutoff: DNAm difference > 15%, *q* value < 0.05, CpG site ≥ 1, coverage > 10. Differentially methylated regions (DMRs) were defined with metilene using cutoff: DNAm difference ≥ 10%, FDR ≤ 0.05, CpG site ≥ 3, DMCs ≥ 1. DMRs −1000 to +100 bp from the TSS are defined as DMR‐NPs.

### 2.9 Sequence Analysis

Analyses were performed using R (v4.4.1). We used dplyr, openxlsx, dendsort, circlize, ggplot2, VennDiagram and ComplexHeatmap for PCA, Venn, Upset, and heatmap. Aging Signature DNA Methylation Analysis was developed using shiny, DT, ComplexHeatmap, shinythemes and sharing in NIA‐IRP, NIH ShinyApps (https://niairpnih.shinyapps.io/home/) using mm10.

### 2.10 Statistical Analysis

Prism Software (v9; GraphPad) and JMP Software (v17; JMP Statistical Discovery) were used for statistical analyses. Data are presented as mean ± SEM and *p* value < 0.05 was the minimal threshold for significance. The statistical parameters and number of samples are in figure legends. Hierarchal clustering in heatmaps was performed with Euclidean method.

## 3 Results

### 3.1 GADD45B Knockout in Young Mice Increases DNAm of HSCs to Levels Similar to Aged WT HSCs

To test GADD45B's role in DNA demethylation of hematopoietic stem cells (HSC), we performed whole genome bisulfite sequencing on wild‐type (WT) and GADD45B knockout (KO) HSCs isolated from young and old mice. The average global DNA methylation (DNAm) levels of young WT HSCs (YWT) were 82.1%, and these levels were higher (90.1%) in old WT HSCs (OWT) (Figure 1a), concordant with previous reports (Beerman et al. 2013; Kuribayashi et al. 2021; Sun et al. 2014). The same trend of age‐associated methylation increase occurs in the KO HSCs, with higher methylation in the old KO (OKO, 88.2%) compared to young KO (YKO, 84.1%). The YKO also showed higher global levels of methylation compared to YWT, but there was no difference in global methylation levels between OWT and OKO. Principal component analysis (PCA) of DNAm profiles shows OKO and OWT HSCs cluster together, and YKO HSC has methylation patterns more similar to old HSCs' epigenetic landscapes than to YWT (Figure 1b).

**FIGURE 1:**
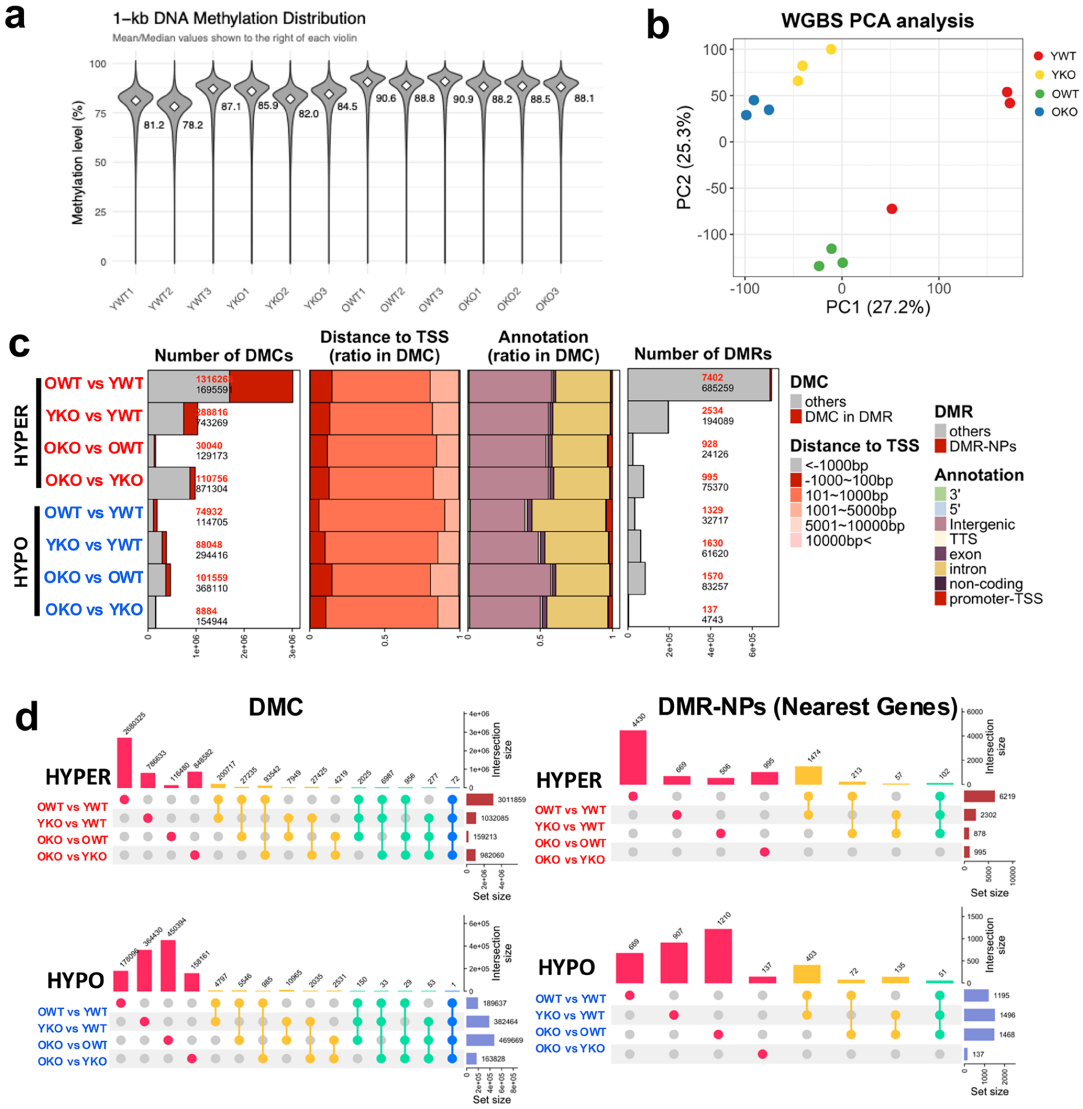
DNA methylation analysis of young and old Gadd45B‐KO and WT HSC (a) Total DNA methylation distribution detected by WGBS analysis of WT and KO HSCs from young and old mice. Value denoted is median global methylation level (b) PCA analysis of WT and KO HSCs from young and old mice using all DNAm values. (c) Number of differentially methylated CpG (DMCs), the proportion of DMCs by relative distance to transcription start site (TSS), the proportion of DMCs per gene location annotation, and number of differentially methylated regions (DMRs) in each comparison of hyper‐ and hypo‐methylation. (d) Upset plot of hyper‐ and hypo‐methylated DMCs and DMRs near promoter regions (DMR‐NPs). The vertical bars indicate the unique events of each combination, and the horizontal bars indicate the total events for each data set comparison.

To examine the epigenetic modifications driving the PCA clustering, we defined differentially methylated CpGs (DMCs) in comparisons between these groups (Table S1). We established there were over 4 million hyper‐methylated CpGs (3,011,859) and only 189,639 hypo‐methylated DMCs during WT aging (OWT vs. YWT, Figure 1c). Comparisons between YKO and YWT HSCs showed 1,032,085 hyper‐methylated and 382,464 hypo‐methylated DMCs in the young HSCs without GADD45B (Figure 1c). This number of DMCs between the young KO and WT was greater than the number of age‐associated changes between the OKO and YKO (Hyper: 982,060 Hypo: 163,828). Mapping the DMCs to genomic locations showed a quasi‐similar distribution of the locations across all comparisons. Most DMCs were located either > 1 kb upstream or > 10 kb downstream of the TSS (< −1000 bp or 10,000 bp <) and in intronic or intergenic regions. Only a small percentage of DMCs were found near gene promoters. However, when we generated differentially methylated regions (DMRs; Figure S1a, Table S1) the majority of DMRs were located near gene promoter regions (DMR‐NPs, −1000 bp ≤ TSS ≤ 100 bp, Table S2).

To explore specific methylation differences in HSCs without GADD45B and those sites associated with HSC aging, we compared the extent of overlapping methylation changes between the groups. We found the two comparisons that intersected the most frequently were the changes associated with WT aging (OWT vs. YWT) and from loss of GADD45B in young HSCs (YKO vs. YWT), with 209,801 hypermethylated sites (200,717 + 2025 + 6987 + 72) and 5158 hypomethylated sites (4797 + 150 + 33 + 1) overlapping (Figure 1d, Table S3). The second most common overlap was aging‐associated methylation changes, seen in both OWT versus YWT and OKO versus YKO comparisons (Figure 1d). Analysis of methylation levels at DMCs defined from all four comparisons shows hierarchical clustering between the YKO profiles and old HSCs when examining wild‐type age‐associated methylation changes (Figure S1b). Similar clustering (YKO near OWT and OKO) is seen with old HSCs having similar increased methylation compared to YWT at DMCs defined between YKO versus YWT. However, when we evaluate the DMCs of old KO HSCs, the methylation profiles cluster either by GADD45B expression (OKO vs. OWT) or by age (OKO vs. YKO) (Figure S1b). These results suggest DNAm changes induced by the loss of GADD45B generate some methylation changes associated with WT aging, with some of these DNAm changes being maintained during aging in the knockouts; however, there are also aging‐specific and GADD45B‐KO specific DNAm alterations.

We also see a significant enrichment of overlap between altered methylation in the OWT versus YWT compared to YKO versus YWT and with OKO versus YKO when examining DMR‐NPs (Figure 1d) and given this striking overlap between aging and loss of GADD45B in young HSC methylation patterns, we examined whether DNA marks used to measure biological age were also affected. Epigenetic age of the HSCs from the GADD45B‐KO and control mice was calculated using multiple DNAm clocks (Lu et al. 2023; Meer et al. 2018; Petkovich et al. 2017; Stubbs et al. 2017; Thompson et al. 2018), and the biological age of the KO HSCs appeared largely unaffected by these methylation alterations driven by loss of GADD45B (Figure S1c).

### 3.2 Aging‐Associated HSC Transcriptional Alterations Maintained in GADD45B‐KO

To determine whether GADD45B‐KO aging transcriptional signatures were similar or divergent to WT aging‐associated transcriptional changes and if these altered expression profiles corresponded with DNAm changes, we performed RNA sequencing on WT and KO HSCs from young and old mice. 

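The deposited RNA-seq files hold 19 libraries of HSCs, 4 labelled YWT, 4 labelled OWT, 4 labelled YKO and 7 labelled OKO, prepared with the SMART-Seq v4 kit. For each library the authors deposited the number of reads that featureCounts assigned to each of 55376 gene symbols, after trimming and STAR alignment to mm10 with a GENCODE M22 index, without normalization. Between 42603399 and 62463034 reads per library were counted on genes in YWT (median 58745474), between 50951554 and 77970627 in OWT (median 66881535.5), between 22197555 and 62472600 in YKO (median 52972768) and between 27319850 and 73063212 in OKO (median 54339559). The raw reads listed in Table S7 for these 19 libraries average 93671000, and the values given here use the reads counted on genes. Each library total equals the gene-feature reads of 1 of the 28 lines of Table S7, and 9 lines of that table, 8 of OWT and 1 of YKO, have no library here. According to Table S7 the YWT, YKO and 3 OKO libraries were sequenced in batch 1, and the OWT and the other 4 OKO libraries in batch 2, so age in WT HSCs and batch cannot be told apart.

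The targeted gene, Gadd45b (ENSMUSG00000015312.9, chromosome 10 of mm10, 80930073 to 80932204), was counted in all 19 libraries, with between 183 and 761 reads. Normalized by the TMM method of edgeR, its CPM was 10.5 ± 4.69 (SD, n = 4) in YWT, 11.5 ± 2.63 (SD, n = 4) in OWT, 9.53 ± 4.64 (SD, n = 4) in YKO and 4.45 ± 1.39 (SD, n = 7) in OKO. Of the libraries labelled YKO, YKO3 and YKO4 lay below each YWT library and YKO1 and YKO2 within their range, so Gadd45b did not separate the 2 groups, and each comparison takes these libraries by their label. In the 7 OKO libraries its CPM lay below that in each OWT library. The 33690 genes that passed filterByExpr were tested with the edgeR quasi-likelihood test in a single fit of all 19 libraries, with 1 mean per group and no covariate.

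**Figure D1:**
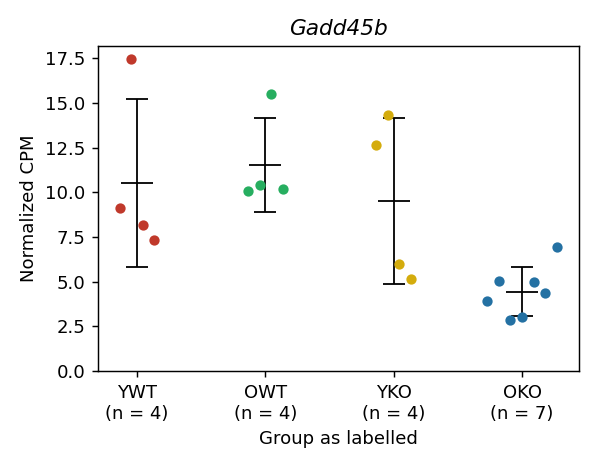
Normalized CPM of Gadd45b in each of the 19 libraries by group as labelled, with points for libraries and bars for the mean and SD. The libraries labelled YKO range from 5.14 to 14.3 and overlap those of YWT, while those of OKO range from 2.84 to 6.94.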

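Principal components were computed from log2(CPM + 1) of the 33690 tested genes, centred and scaled. The first component held 38.0% of the variance and the second 12.8%. On PC1, the mean was 18.7 ± 72.8 (SD, n = 4) in YWT, 48.6 ± 52.2 (SD, n = 4) in OWT, 40.5 ± 85.8 (SD, n = 4) in the libraries labelled YKO and -61.6 ± 153 (SD, n = 7) in OKO. The lowest PC1 values were those of OKO1 (-352), OKO2 (-136), OKO3 (-124), YWT4 (-89.7) and YKO2 (-87.6), and the other 3 libraries labelled YKO lay between 76.3 and 94.1, within the range of the OWT libraries. The libraries with these lowest values also had the most counts on olfactory and vomeronasal receptor genes (646.8 to 2731 CPM). Each other library had at most 367.1 CPM on them, so PC1 cannot be read as a difference between groups alone. On PC2 the mean was 63.1 ± 22.2 (SD, n = 4) in the libraries labelled YKO and 14.2 ± 16.6 (SD, n = 4) in YWT. Without OKO1, the first component held 27.1% of the variance.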

PCA shows the gene expression profiles of YKO HSCs separate furthest from the others by PC1, whereas both KO and WT old HSCs clustered closely with each other (Figure 2a). This suggests, in contrast to DNA methylation, transcriptional landscapes of GADD45B‐KO in young HSCs did not overlap with aging phenotypes. 

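At an adjusted p of 0.05 and a fold change of 1.5, 1 gene was increased and 0 were decreased in OWT vs YWT, where 1476 of the 33690 genes had an unadjusted p under 0.05 and chance alone gives 1684.5. The gene was Plscr2 (ENSMUSG00000032372.14, chromosome 9, 92275602 to 92297752), at 110 ± 16.2 CPM (SD, n = 4) in OWT and 21.3 ± 6.71 CPM (SD, n = 4) in YWT, a log2 fold change of 2.37 (standard error 0.34, adjusted p = 0.0216 from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). With batch as a covariate, which only the OKO libraries inform, Plscr2 did not pass in OWT vs YWT. Its log2 fold change was then 1.66 (edgeR adjusted p = 0.165). Leaving out any 1 of the 7 OWT and YWT libraries other than YWT4 took the count to 0. Of the alternatives chosen in advance, DESeq2, the tool named in the paper's methods, moved the count most, to 102 genes increased and 33 decreased.

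In YKO vs YWT, 7 genes were increased and 2 decreased, with 1548 genes at an unadjusted p under 0.05. Gm9855, a processed pseudogene on chromosome 10 (42054113 to 42055306) that shares most of its sequence with Tdg, had a log2 fold change of 3.24 (standard error 0.42, edgeR adjusted p = 0.00199), and Alas2 one of 2.22 (standard error 0.39, edgeR adjusted p = 0.0430). Tbc1d4 fell by 1.49 (standard error 0.24, edgeR adjusted p = 0.0198) and Cysltr2 by 1.52 (standard error 0.26, edgeR adjusted p = 0.0387) on the log2 scale. Gadd45b itself did not separate the libraries labelled YKO from YWT, while a score of the genes called in OKO vs OWT was higher in all 4 of them than in each YWT library. With DESeq2, 76 genes were increased and 60 decreased. With each library left out in turn, between 2 genes (without YWT4) and 20 genes (without OKO7) were called by edgeR.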

To look more explicitly at changes, we defined differentially expressed genes (DEGs) between each comparison with the threshold of adjusted *p* value < 0.05 and fold change > 1.5 (Figure 2b, Table S4). The comparisons with most significant differences in expression were between OKO versus YKO, with similar numbers of up‐ and down‐regulated genes (2321 and 2657). In contrast to methylation differences, there was not a significant enrichment of overlap between DEGs from OWT versus YWT and YKO versus YWT. 

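In OKO vs YKO, 201 genes were increased and 233 decreased, more than in the other 3 comparisons, and 5330 genes had an unadjusted p under 0.05. Among the called genes with a mean log2 CPM of at least 3 and no overlap between the groups, the largest increases were in Tmem215 (ENSMUSG00000046593.3), with a log2 fold change of 4.62 (standard error 0.77, edgeR adjusted p = 0.00324), and Muc1 (ENSMUSG00000042784.9), with 4.07 (standard error 0.82, edgeR adjusted p = 0.0141). The largest decreases were in Cd22 (ENSMUSG00000030577.14), which fell by 6.18 (standard error 0.68, edgeR adjusted p = 4.07e-05), and Spib (ENSMUSG00000008193.13), which fell by 5.26 (standard error 0.73, edgeR adjusted p = 0.000604). Cd22 is on the list of B cell genes used to look for other cells, and it ranged from 16.8 to 204 CPM between the 4 libraries labelled YKO. The median log2 fold change over all tested genes was 0.235, so the balance of increases and decreases depends on the scaling. DESeq2 gave 1245 increased and 877 decreased genes. The OKO group spans both batches and YKO only batch 1. With batch as a covariate 6420 genes passed the thresholds, and with the 3 OKO libraries of batch 1 alone 6285 did. Within OKO, batch 1 also held the libraries with the most counts on olfactory and vomeronasal receptor genes (716.2 to 2731 CPM). The OKO libraries of batch 2 had 192.7 to 306.5 CPM, so these fits cannot separate batch from that difference. In the main fit the number of called genes was 102 without YKO1 and 1822 without OKO7. The paper states that the most differences in expression were in this comparison.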

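No gene was called in both OWT vs YWT and YKO vs YWT, where the single gene of the first comparison leaves nothing to test, so the lists at an unadjusted p of 0.05 and a fold change of 1.5 were compared as well. In these, 62 of 825 genes increased in OWT and 591 increased in the libraries labelled YKO were shared, against 14.5 by chance from independent lists, and 33 of 554 and 742 decreased genes were shared, against 12.2. Genes that moved in opposite directions also exceeded chance, with 36 increased in OWT and decreased in the libraries labelled YKO, against 18.2, and 29 the reverse, against 9.72. Both comparisons use the same YWT libraries, which alone gives shared genes. In 20 simulations of unchanged groups against shared YWT libraries, means of 212 increased and 93.4 decreased genes were shared, more than were observed. The simulations drew each gene independently and so leave out variation shared between genes. With DESeq2, 5 increased genes and 0 decreased genes passed in both comparisons.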

There was an enrichment in age‐associated DEGs between both the GADD45B KO and WT (Figure 2b) and these DEGs overlap with reported aged HSC signature genes (Flohr Svendsen et al. 2021) (Figure S2a). This suggests that though methylation profiles of the YKO were similar to old HSCs, transcriptionally the YKO did not express a more “aged” transcriptome.

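Plscr2 was the only gene called in both OWT vs YWT and OKO vs YKO, and 0 decreased genes were shared. It did not pass in OWT vs YWT with batch as a covariate (edgeR adjusted p = 0.165). At an unadjusted p of 0.05, 462 increased genes and 153 decreased genes were shared, against 59.6 and 30.4 by chance and against means of 26.5 and 18.3 in 20 simulations with unchanged groups. Neither reference holds variation shared between genes. Genes that moved in opposite directions were fewer, with 7 increased in OWT and decreased in OKO and 18 the reverse. With DESeq2, 80 increased and 26 decreased genes passed in both comparisons. Both old groups hold libraries of batch 2, and both young groups only batch 1. With the 3 OKO libraries of batch 1 alone, 8 increased and 2 decreased genes were shared. Across the 33690 genes, which are not independent replicates, the log2 fold changes of the 2 comparisons had a Pearson r of 0.05, which was 0.40 among genes with a mean CPM of at least 5 and -0.14 with OKO of batch 1 alone. With batch as a covariate it was 0.75, where both comparisons use the OKO libraries for the batch term and unchanged groups gave a mean r of 0.43 in the 20 simulations (0.41 to 0.45). The test of the difference between both age effects, the genotype by age interaction, called 0 genes, with 1556 at an unadjusted p under 0.05 and a smallest adjusted p of 0.423 from the edgeR quasi-likelihood test. DESeq2 called 7 genes for it, and edgeR with OKO of batch 1 alone called 163. In the latter fit OWT vs YWT spans both batches and OKO vs YKO only batch 1, so batch can add to these genes.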

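Without a threshold, the log2 fold changes of OWT vs YWT and of YKO vs YWT had a Pearson r of 0.33 across the 33690 genes. Unchanged groups set against the same YWT libraries gave a mean r of 0.50 in 20 simulations, with a range of 0.48 to 0.51. The observed value lay below that range, and with batch as a covariate it was 0.054, against a mean of 0.33 for unchanged groups in that fit. Genes were simulated independently, so the range leaves out variation shared between genes. The observed r moved between 0.29 and 0.50 when 1 library was left out, so lying below the range decides nothing. The paper found no significant enrichment of DEGs shared by these comparisons. It proposes that the transcriptome of YKO HSCs was not more aged.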

**FIGURE 2:**
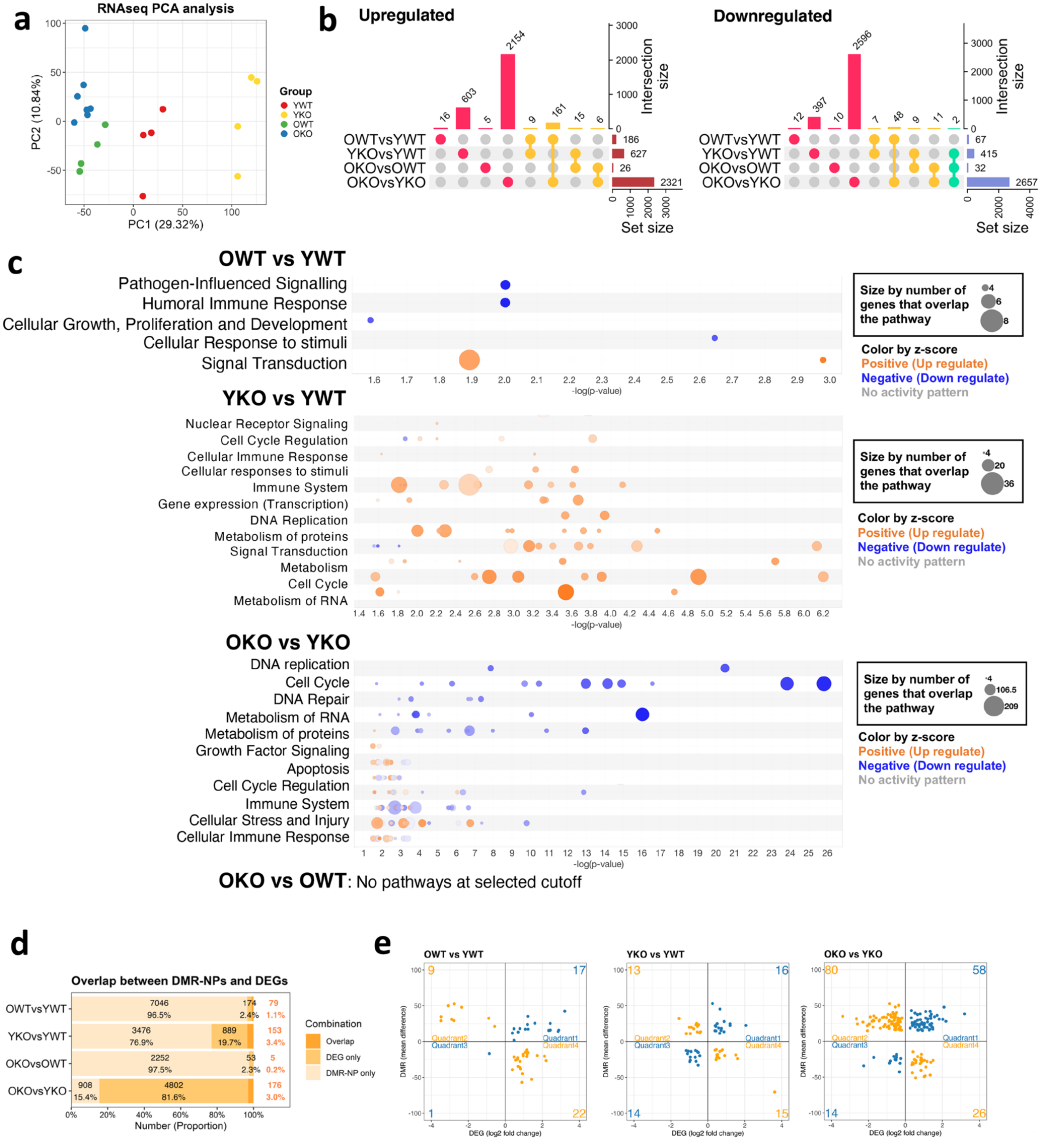
Transcriptional analysis of young and old Gadd45B‐KO and WT HSC (a) PCA analysis of RNA sequencing data of WT and KO HSCs isolated from young and old mice using all data normalized by CPM. (b) Upset plot of up‐ and down‐regulated DEGs. The vertical bars indicate the unique events (differentially expressed gene) at each combination, and the horizontal bars indicate the total number in each comparison. (c) IPA pathway analysis results of DEGs identified in each combination. Orange indicates pathways derived from increased DEGs and blue indicates pathways with decreased DEGs. The color intensity indicates the *z* score, and the size of the circle indicates the number of overlapping genes in the pathway. There were no enriched pathways found in the OKO versus OWT DEGs. (d) Proportion and absolute number of overlaps between methylation (DMR‐NP) and expression (DEG) changes for each comparison. (e) The relationship between DNAm changes (mean of difference) and transcriptome changes (log_2_ fold change) was plotted for genes with overlapping DMR‐NP and DEG. The number of genes belonging to each quadrant is indicated.

IPA upstream pathway analysis of DEGs between comparisons predicts inhibition of RXRA and RXRB in old HSCs compared to young in both WT and KO comparisons, whereas in the YKO versus YWT the reverse is predicted with activation of both RXRA and RXRB in the YKO HSCs (Figure S2b). RXRA and RXRB have been implicated in HSC quiescence (Cabezas‐Wallscheid et al. 2017; Menendez‐Gutierrez et al. 2023; Zeng et al. 2024) with the loss of expression of the retinoic acid receptors leading to decreased quiescence and loss of fitness (Menendez‐Gutierrez et al. 2023). 

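A list of 40 cell cycle genes, fixed in advance, had a median log2 fold change of 0.42 in YKO vs YWT, with 37 genes up and 3 down, against a median of -0.02 over all genes. The camera test with a preset correlation of 0.01 gave p = 3.08e-06 over the genes. With the correlation estimated from the data, camera gave p = 0.36, and fry gave p = 0.46, so the call did not hold under either. An exact permutation test of the mean of the list over the 4 and 4 libraries gave p = 0.0857 (two-sided), and 3 of the 4 libraries labelled YKO lay above each YWT library. In OKO vs YKO, each of the 40 genes fell, with a median of -0.95, and both camera with the preset correlation (p = 6.31e-22) and fry (p = 0.0146) called it, while camera with the estimated correlation gave p = 0.0702. All 40 also fell in OWT vs YWT, with a median of -0.42 (exact permutation test over libraries, p = 0.143). There the preset camera test gave an unadjusted p of 2.06e-06 and camera with the estimated correlation 0.352.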

The potential alteration of cell cycle regulation between the YKO and YWT was also predicted in canonical pathway analysis (Figure 2c). These *z*‐scores for the changes in cell cycle in the GADD45B knockouts are largely driven by increased expression of *Cdc25a*, *Cdc25b*, *E2f2*, *E2f4*, and proteasome 20S and 26S subunits in young GADD45B KO HSCs (Table S4). 

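Among the named genes, Cdc25b rose from 34.4 ± 6.49 CPM (SD, n = 4) in YWT to 61.2 ± 21.04 CPM (SD, n = 4) in the libraries labelled YKO, a log2 fold change of 0.83 (standard error 0.29, edgeR adjusted p = 0.774). E2f2 rose from 10.3 ± 2.50 to 21.3 ± 8.94 CPM (SD, n = 4 each), a log2 fold change of 1.05 (standard error 0.40, edgeR adjusted p = 0.872). For both, all libraries labelled YKO lay above all YWT libraries (exact permutation test, two-sided, p = 0.0286, the smallest that 4 against 4 allow, and 0.141 after Benjamini-Hochberg adjustment over the 16 genes in 4 comparisons). Cdc25a and E2f4 had log2 fold changes of 0.43 (standard error 0.31) and 0.54 (standard error 0.32), and for each 3 of the 4 libraries labelled YKO lay above each YWT library (exact permutation p = 0.0571). Of the 16 genes the paper names, 0 passed in YKO vs YWT over all genes tested, and 0 when adjusted over the list alone, with 6 at an unadjusted p under 0.05. Of the 31 proteasome subunit genes, 30 rose and 1 fell, with a median log2 fold change of 0.16. The preset camera test gave p = 0.000751 over the genes, estimated camera p = 0.49 and fry p = 0.579, and an exact permutation test over the libraries p = 0.343. Without YWT4 the preset camera p was 0.162. The paper names these genes as the drivers of the cell cycle scores.

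**Figure D2:**
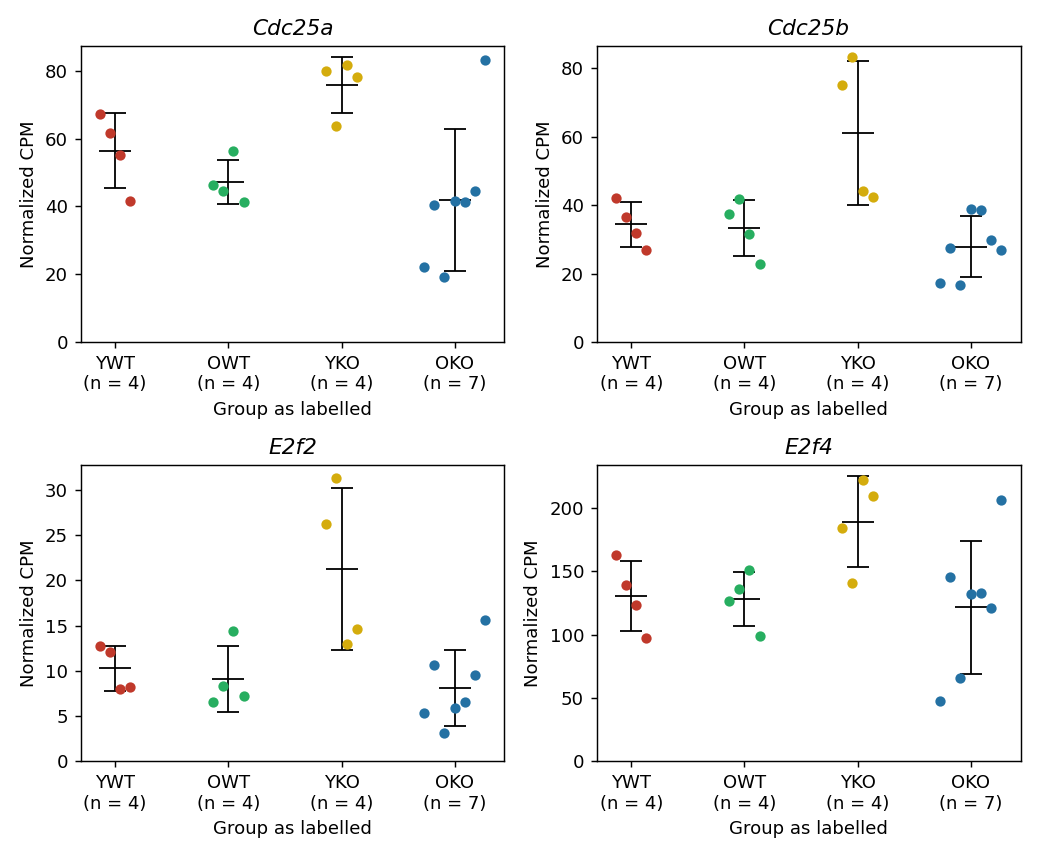
Normalized CPM of Cdc25a, Cdc25b, E2f2 and E2f4 in each library by group as labelled, with points for libraries and bars for the mean and SD. All 4 libraries labelled YKO lie above the 4 of YWT for Cdc25b and E2f2, by a narrow margin.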

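In OKO vs OWT, 5 genes were increased and 6 decreased, and 2741 genes had an unadjusted p under 0.05. Wdfy1 (chromosome 1, 79702262 to 79776143) had a log2 fold change of 1.88 (standard error 0.25, edgeR adjusted p = 0.00476), and Gm9855 one of 2.24 (standard error 0.38, edgeR adjusted p = 0.0273). Tdg fell by 1.50 (standard error 0.27, edgeR adjusted p = 0.0411) and Cysltr2 by 1.39 (standard error 0.22, edgeR adjusted p = 0.0206) on the log2 scale. Tdg (chromosome 10, 82629828 to 82650799) lies within 10 Mb of the targeted gene, so strain variants that came with the KO mice stay open for it. Most of the Gm9855 transcript is also in Tdg transcripts, so reads of one gene can be counted on the other. DESeq2 gave 55 increased and 18 decreased genes. Without OWT1 the count was 1, and with the 4 OKO libraries of batch 2 alone it was 24.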

There were no enriched pathways found in the OKO versus OWT DEGs.

To determine if DNAm changes were associated with transcriptional changes, we established the DEGs and overlapping DMR‐NPs from DNAm analysis between comparisons. One hundred and seventy‐six genes were common between DEGs and DMR‐NPs in the OKO versus YKO comparison, 79 in the OWT versus YWT, 153 in the YKO versus YWT, and 5 overlaps were seen in the OKO versus OWT (Figure 2d). 

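The DMR-NP calls rest on methylation data that are not analysed here, and only the expression side was recomputed for the genes listed in Table S5. For OKO vs YKO the table as read here holds 176 genes, of which 19 passed the thresholds in the edgeR quasi-likelihood test, and all 176 had the direction of the paper's fold change. For OWT vs YWT it holds 44 genes and for YKO vs YWT 55, with 1 called in each comparison and the direction of the paper's value in all 44 and all 55.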

We analyzed the correlation when changes were seen in both transcription and DNAm (Figure 2e, Table S5). In general, high levels of DNAm at promoter regions are associated with low expression and conversely, higher levels of gene expression can occur at unmethylated promoters: thus, DNAm changes that regulate gene expression should be inversely correlated (quadrants 2 and 4). However, there was no enrichment for genes in the 2nd and 4th quadrants suggesting most differentially expressed regions were independent of DNAm changes.

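For OKO vs YKO, the expression change fitted here was set beside the DMR-NP direction that the paper lists. Of the 174 genes with a single DMR-NP direction, 56 hypermethylated genes rose and 80 fell, and 24 hypomethylated genes rose and 14 fell. Hypermethylated genes fell more often than hypomethylated ones, with a log2 odds ratio of 1.27 (Fisher's exact test, two-sided, p = 0.0178), although genes are not independent replicates. By listed region, which can name a gene more than once, the quadrants held 58, 80, 14 and 26. The genes are those that the paper called in both data sets, so they were chosen for a change in expression. For the other comparisons the table as read here holds fewer genes than the paper counts, and no test was made. From the spread over the quadrants, the paper proposes that most expression changes were independent of DNAm.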

### 3.3 Gadd45b‐KO HSCs Do Not Show Any Functional Differences Compared to WT

We next examined if methylation or transcriptional alterations in the GADD45B‐KO affected the functional potential of HSCs. As retinoic acid signaling was implicated in both the GADD45B‐KO and aging and GADD45B is an important cell cycle regulator, we initially evaluated the HSCs' cell cycling potential ex vivo. We prepared two types of media for single cell culture: (1) differentiation media, a cytokine rich media with FBS to induce differentiation and proliferation of HSCs and (2) maintenance media, a minimal media without FBS to prolong stem‐cell features ex vivo (Figure 3a). Time course analysis (Figure S3a) of the YKO and YWT HSCs showed no significant differences in the time to first and second cell division in either media condition (Figure 3b). KO HSCs divided slightly faster than WT HSCs, but the difference was not statistically significant. We also examined the proliferation frequency of cells within the first 18 h in culture using EdU incorporation assays on bulk sorted HSCs, but again saw no significant difference between the YKO and YWT HSCs (Figure 3c) or MPPs (Figure S3b). There was also no difference between YWT and YKO when comparing the single cell growth trajectories from Day 1 to Day 7 (Figure 3d) nor were any significant differences seen between the size of the colonies derived from either group of young HSCs at Day 14 (Figure 3e).

**FIGURE 3:**
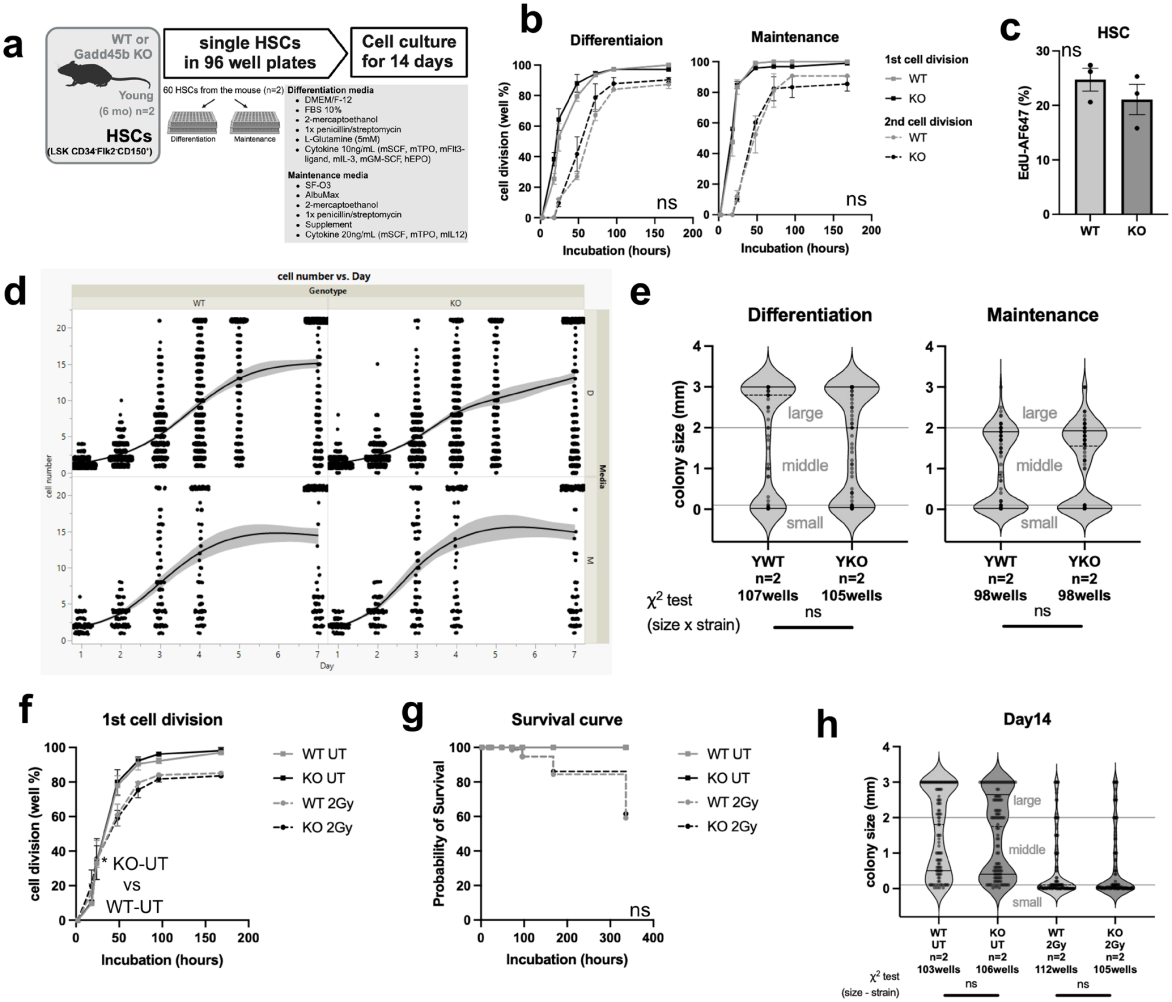
Single cell functional analysis of Gadd45B‐KO and WT HSC (a) Schematic of single cell experiments (b) Initial cell division rate in single HSC cultures (identified as single cells 2 h post plate‐sorting) showing the percentage of wells where cell proliferation was observed for the first (solid line) or second (dotted line) time compared to previously evaluated time point. Two way ANOVA in each time point, in same cell division category. (c) The proliferation frequency of 2000 HSCs from single mice (*n* = 3) cultured in differentiation media with 10 μM EdU for 18 h. Unpaired t test. (d) Trajectories of the cell numbers from single WT or KO HSCs in each medium during the first 7 days of culture (Day 1 is 24 h post sorting). (e) Colony size of cultured young HSCs at Day 14 by culture conditions. Colonies were divided into three groups by size (small (< 0.02 mm), medium (0.02–2 mm), large (> 2 mm)) and tested by chi‐square test in size group and strain. (f) Initial cell division rate with and without DNA damage induction in single young HSC observed as a single HSC 2 h after single‐cell plate sorting. Two way ANOVA in each time point. (g) Survival curve in single HSC culture that were single HSC when observed 2 h after single HSC sorting until 14 days of culture. Log rank test. (h) Colony size of cultured young HSCs at Day 14 with or without DNA damage induction in differentiation media conditions. Colonies were divided into three groups by size (small (< 0.02 mm), medium (0.02–2 mm), large (> 2 mm)) and tested by chi‐square test in size group and strain.

Since *Gadd45b* is involved in stress signaling and response to DNA damage, we also induced DNA damage in YKO and YWT HSCs by irradiation to assess the single cell response. Irradiated HSCs had similar division kinetics, regardless of GADD45B expression, and both YKO and YWT HSCs have decreased survival after IR (Figure 3f,g). In irradiated HSCs, there was a decrease in colony size after 7 days of culture that was maintained at 14 days, but with no difference between WT and KO (Figure 3h, Figure S3c). We also did not detect differences in growth kinetics of the old GADD45B‐KO HSCs compared to old WT (Figure S3d). Thus, the loss of GADD45B did not alter the growth kinetics of the stem cells ex vivo.

To determine if there was an effect of the GADD45B KO on the blood system in vivo, we profiled peripheral blood (PB) and bone marrow (BM) of WT and KO mice both in young and old age by flow cytometry (Figure 4a,b). We demonstrate no significant change in PB in the young KO and WT mice (Figure 4a), but we see more pronounced aging‐associated phenotypes of increased myeloid cells (Mac1^+^) and decreased B‐cells (B220^+^) in the comparisons between OKO versus YKO than in the OWT versus YWT comparison. The frequency of HSC (Lin^−^Sca1^+^cKit^+^ CD34^−^Flk2^−^CD150^+^) increases with age in both WT and KO BM, and there was only a significant change in the frequency in the lymphoid‐biased MPPFlk2^+^ compartment in old KO HSCs (Figure 4b). There is also an exacerbation of the CD150^high^ frequency, the myeloid biased HSCs, increase observed in OKO compared to OWT, with a concomitant decrease in CD150^neg^ (Figure 4c).

**FIGURE 4:**
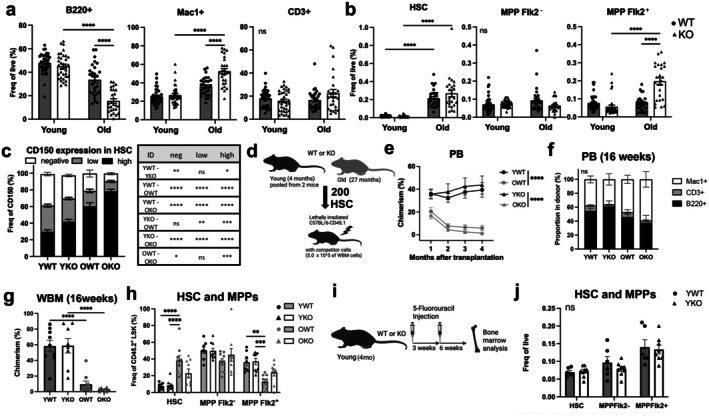
Hematopoietic profiling of young and old Gadd45B‐KO and WT mice. (a) Frequency of B cells (B220^+^), myeloid cells (Mac1^+^) and T cells (CD3^+^) in PB of WT and *Gadd45b* KO mice. (b) Frequency of HSC (LSK[Lin^−^IL‐7Ra^−^Sca‐1^+^c‐kit^+^] CD34^−^Flk2^−^CD150^+^), MPP Flk2− (LSK CD34^+^Flk2^−^) and MPP Flk2+ (LSK CD34^+^Flk2^+^) in BM of WT and *Gadd45b* KO mice. (c) Frequency of lineage biased CD150 subsets of LSKCD34^−^Flk2^−^ cells (d) Experimental design of the competitive transplantation. Two hundred HSCs from the four donor conditions were transplanted into 8 lethally irradiated recipients. (e) Total peripheral blood donor chimerism of donor HSCs. (f) Proportion of B cells, Myeloid cells and T cells in donor derived blood cells. (g) Total bone marrow chimerism 4 months post‐transplant. (h) Frequency of HSC, MPP Flk2^−^ and MPP Flk2^+^ in donor derived LSK BM cells. (i) Experimental design of the 5‐FU injection (j) Frequency of HSC, MPP Flk2^−^ and MPP Flk2^+^ in LSK BM cells at 6 weeks after 2nd 5‐FU injection. Bars indicate mean values for each group and error bars indicate SEM. Two‐way ANOVA was used for statistical analysis. *p < 0.05, **p < 0.005, ***p < 0.0005, ****p < 0.0001, ns, no significant.

To evaluate the functional potential of the HSCs under stress, we performed a competitive transplantation (Figure 4d). All parameters measured for the fitness of the HSCs showed no significant differences between the KO and WT of the same donor age: PB chimerism (Figure 4e), donor lineage output (Figure 4f), BM chimerism (Figure 4g), and donor hematopoietic stem and progenitor composition (Figure 4h). These experiments support that the PB and BM cells of YKO mice are comparable to those of YWT mice, and the functional potential of YKO HSCs is not compromised. In addition, the functional potential of the OKO HSCs did not differ significantly from OWT HSCs (Figure 4f–h), though the composition of the subsets was altered. As an alternative HSC challenge, we injected 5‐Fluorouracil (5‐FU) for two cycles in young KO and WT animals, and after allowing the animals' hematopoietic system to return to homeostasis (6 weeks), we examined the LSK population (Figure 4i). This hematopoietic stress also did not induce differences between the YKO and YWT hematopoietic stem and progenitors (Figure 4j).

### 3.4 DNAm Changes in YKO Do Not Drive Changes in Functional Potential of HSCs

In our analysis, we observed no significant differences in the function of the YKO HSC even though the DNA methylation profiles had significant overlap with aged HSCs. Thus, we wanted to determine if we could narrow the list of DNA methylation changes correlated with functional changes. Towards this, we generated a composite dataset comparing the DNA methylation changes reported in aging HSC studies (Beerman et al. 2013; Kuribayashi et al. 2021; Sun et al. 2014) (Table S6) together with data from the current manuscript. We also included a subset of DNAm changes that we believe to be functionally relevant: age‐associated methylation changes with YKO DMRs removed as they did not lead to functional changes (Figure 5a). Of the DNAm changes associated with WT aging, only 6 DMRs (5 of hyper and 1 of hypo) were common with all three previously reported DMRs. These overlaps were quite low, and since sex, age, coverage differences, and immunophenotype of HSCs between the four data sets could contribute to differences, we generated a searchable method to visualize DNAm reported from each dataset mapped to mm10 (https://niairpnih.shinyapps.io/aging_signature_dna_methylation_analysis/). For instance, *Clec1a*, one of the most reproducible DEG transcripts in aged HSCs, has decreased DNAm at the promoter region of the OHSC in three of the four data sets and has high levels of DNAm in the young Gadd45B‐KO HSCs, but has no coverage of this region in the RRBS dataset (Figure 5b). We find DNAm differences at the start site in the four data sets, though only 2 comparisons define these differences as significant. We also see a decrease in the methylation in young GADD45B‐KO—associated with significant increase in *Clec1a* transcription compared to young WT HSC, but this increase in expression does not contribute to functional differences. 

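Clec1a (ENSMUSG00000033082.10, chromosome 6, 129424772 to 129452000) was at 55.8 ± 14.9 CPM (SD, n = 4) in YWT and at 25.7 ± 13.5 CPM (SD, n = 4) in the libraries labelled YKO, a log2 fold change of -1.11 (standard error 0.36, edgeR adjusted p = 0.681). It was lower than in every YWT library in 2 of the 4 libraries labelled YKO (exact permutation test, two-sided, p = 0.0857). Over 33 other settings and omissions of a library the log2 fold change stayed between -1.38 and -0.88, with adjusted p from 0.0288 to 1. In old HSCs it was at 132 ± 23.6 CPM (SD, n = 4) in OWT and 89.2 ± 32.9 CPM (SD, n = 7) in OKO. All OWT libraries lay above all YWT libraries (log2 fold change 1.24, edgeR adjusted p = 0.496), and all OKO libraries above all those labelled YKO (1.79, edgeR adjusted p = 0.0105).

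**Figure D3:**
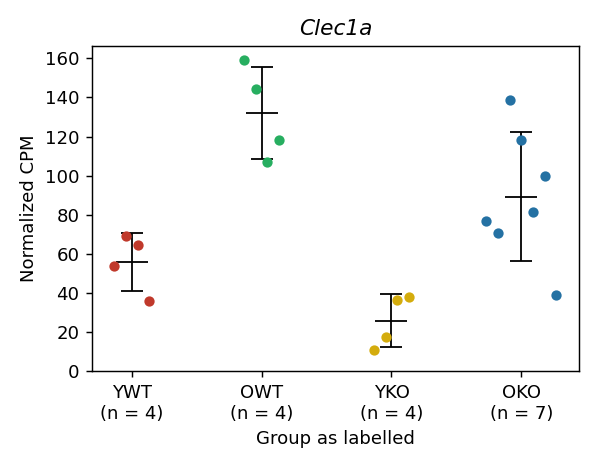
Normalized CPM of Clec1a in each library by group as labelled, with points for libraries and bars for the mean and SD. The libraries labelled YKO range from 10.9 to 37.9 and those of YWT from 35.6 to 69.1.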

We present this tool for searching HSC methylation profiles across multiple experiments.

**FIGURE 5:**
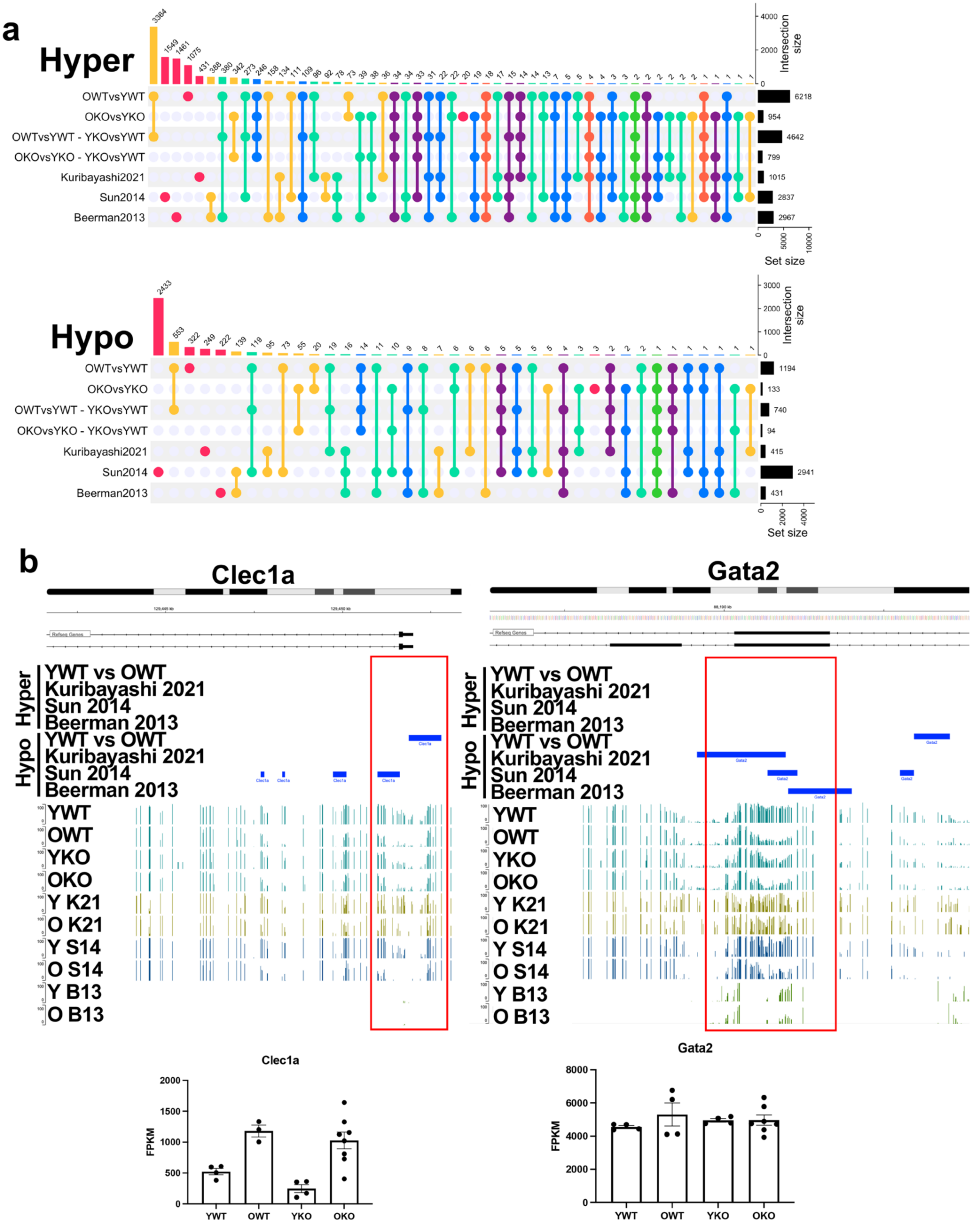
Composite analysis of HSC methylation (a) Upset plot of hyper and hypo DMRs of HSCs from four different studies. The vertical bars indicate the unique number at each combination, and the horizontal bars indicate the total number in each data set. (b, c) Example regions showing DMRs and DNA methylation plotted using Shiny app for (b) *Clec1a* and (c) *Gata2*.

## 4 Discussion

In this study, we revealed knocking out GADD45B in HSCs induces global increases in DNAm, similar to the increase in DNAm reported in aged HSCs. We found not only did the global increase of DNAm mirror aging phenotypes, but the overall methylation landscapes of the young GADD45B‐KO HSCs were more similar to old HSCs than to young WT HSC. However, these DNAm changes had little effect on functional potential in the assays we performed, which include the gold‐standard competitive transplant assay. One possible reason for this is that GADD45A and GADD45G may have compensatory actions to counteract the loss of GADD45B. Similarly, both GADD45A KO and GADD45G KO mice did not show impaired functional potential of hematopoietic stem and progenitor cells (Chen et al. 2014; Thalheimer et al. 2014). Thus, when one of the *Gadd45* genes is absent, it may be sufficient to induce DNAm changes but not enough to alter the function of the hematopoietic system.

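The paper proposes compensation by GADD45A and GADD45G. Gadd45a (ENSMUSG00000036390.8, chromosome 6, 67035096 to 67037457) was at 19.5 ± 6.68 CPM (SD, n = 4) in YWT and 31.3 ± 11.1 CPM (SD, n = 4) in the libraries labelled YKO. Its log2 fold change was 0.68 (standard error 0.29), with 2 of the 4 libraries labelled YKO above each YWT library (exact permutation test, two-sided, p = 0.2, edgeR p = 0.0301 unadjusted and 0.989 adjusted). The paper's Table S4 lists Gadd45a as a DEG with a log2 fold change of 0.72. Gadd45g (ENSMUSG00000021453.2, chromosome 13, 51846678 to 51848468) was at 20.6 ± 3.46 CPM (SD, n = 4) in YWT and 22.5 ± 6.56 CPM (SD, n = 4) in the libraries labelled YKO, a log2 fold change of 0.13 (standard error 0.39, edgeR adjusted p = 1) that was -0.089 without YKO4. In old HSCs Gadd45g was at 35.9 ± 17.1 CPM (SD, n = 4) in OWT and 46.7 ± 24.7 CPM (SD, n = 7) in OKO (log2 fold change 0.38, standard error 0.35, edgeR adjusted p = 0.677). Neither Gadd45g difference exceeded the spread between replicates.

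**Figure D4:**
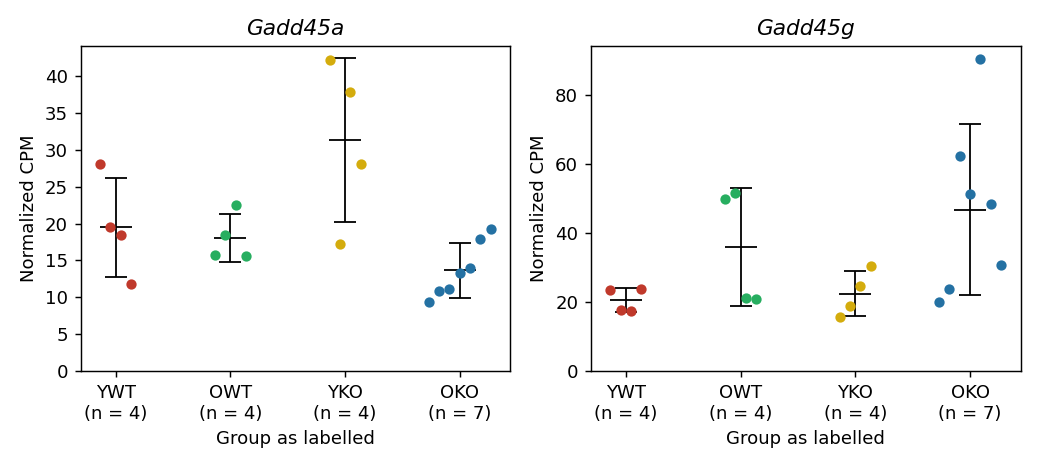
Normalized CPM of Gadd45a and Gadd45g in each library by group as labelled, with points for libraries and bars for the mean and SD. Gadd45a ranges from 17.2 to 42.2 in the libraries labelled YKO and from 11.8 to 28.1 in YWT.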

Our integrated analysis of DMR‐NPs and transcriptional changes revealed only limited overlap between methylation and gene expression differences, and no consistent inverse correlation (Figure 2d,e). These findings align with recent studies demonstrating that most age‐associated methylation changes do not directly modulate transcription through promoter methylation (Kuribayashi et al. 2021). Although we focused on DMR‐NPs located near the TSS, these sites did not show robust associations with transcriptional output. Because gene expression is also regulated by enhancer activity, distal regulatory elements, and chromatin architecture, it remains possible that a subset of DNAm changes acts outside promoter regions. These considerations support the interpretation that many of the DNAm alterations shared between GADD45B KO and aged HSC represent non‐functional or distal epigenetic changes that do not drive shifts in HSC functional potential.

DNMT1/3 and TET1/2 are core regulators of DNA methylation maintenance and turnover in HSCs during aging. By comparing our DEG and DMR‐NPs datasets with published DNMT‐ and TET‐deficient hematopoietic stem and progenitor cells datasets, we observed limited overlap at the transcriptional level, whereas a substantially greater degree of convergence was evident at the level of DNA methylation changes (Table S8). This dissociation suggests that Gadd45b primarily influences the epigenetic landscape without directly enforcing the transcriptional programs regulated by DNMT or TET enzymes.

In trying to associate epigenetic and functional changes in whole genome analyses is challenging as there are a vast number of differences defined, and often there is a lack of direct correlation between transcription and changes in DNA methylation. Yu et al. (2016) utilized multicolor lineage tracing to monitor HSC clonal differentiation and found from single cell analysis that epigenetic priming of the stem cells was a better indicator of the functional potential compared to the transcriptome, and that stem cells retained this epigenetic derived potential even when exposed to different environments. We present a model in which HSCs' methylation patterns have been altered (GADD45B‐KO in young HSC), leading to epigenetic changes overlapping with many methylation alterations occurring with aging; however, these overlapping changes do not contribute to altered phenotypes, suggesting these methylation marks are not critical for the changes in functional potential. These data highlight the importance of the methylation sites chosen for epigenetic clocks, as not all age‐associated DNAm changes are direct indicators of functional aging. However, in our analysis using five different epigenetic clocks, all but one clock's predicted age for YKO was similar to YWT, which correlates to the functional potential, suggesting methylation sites for these clocks appear to correlate well with the function of the HSCs, though they may not be directly tied to transcriptional changes. To allow for further studies of the critical alterations in HSCs, we have generated a searchable database for age‐associated methylation changes and defined an abridged library of DNA methylation marks that contribute to the changes in functional potential of HSCs.

## Author Contributions

W.K., M.T.‐Y., H.Y., and F.T.‐T. performed and analyzed the experiments; B.P. performed bioinformatical analyses; I.B., W.K., and M.T.‐Y. designed research and interpreted the results; I.B. and W.K. wrote the manuscript.

## Funding

This work was supported by National Institute on Aging/NIA (AG000992).

## Ethics Statement

All animal care, treatments, and procedures were approved by the NIA Animal Care and Use Committee (ACUC), 469‐TGB‐2025, and were in accordance with the NIH Animal Guidelines.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Figure S1:** acel70453‐sup‐0001‐FiguresS1‐S4.zip.
**Figure S2:** acel70453‐sup‐0001‐FiguresS1‐S4.zip.
**Figure S3:** acel70453‐sup‐0001‐FiguresS1‐S4.zip.
**Figure S4:** acel70453‐sup‐0001‐FiguresS1‐S4.zip.

**Table S1:** acel70453‐sup‐0002‐TablesS1‐S8.xlsx.
**Table S2:** acel70453‐sup‐0002‐TablesS1‐S8.xlsx.
**Table S3:** acel70453‐sup‐0002‐TablesS1‐S8.xlsx.
**Table S4:** acel70453‐sup‐0002‐TablesS1‐S8.xlsx.
**Table S5:** acel70453‐sup‐0002‐TablesS1‐S8.xlsx.
**Table S6:** acel70453‐sup‐0002‐TablesS1‐S8.xlsx.
**Table S7:** acel70453‐sup‐0002‐TablesS1‐S8.xlsx.
**Table S8:** acel70453‐sup‐0002‐TablesS1‐S8.xlsx.

## Data Availability

At publication, all raw data are available at the NCBI Gene Expression Omnibus database (GEO; http://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE276335. Shiny app is available at https://niairpnih.shinyapps.io/aging_signature_dna_methylation_analysis/.

# Supplementary material for: Age‐Like Methylation Changes of HSCs in GADD45B Knockout Mice Define Methylation Sites Associated With Loss of Function
**Source:** Aging Cell. 2026 Mar 20;25(4):e70453. doi: 10.1111/acel.70453
**Supplement:** Supplementary file 1 — Figure S1: acel70453‐sup‐0001‐FiguresS1‐S4.zip. Figure S2: acel70453‐sup‐0001‐FiguresS1‐S4.zip. Figure S3: acel70453‐sup‐0001‐FiguresS1‐S4.zip. Figure S4: acel70453‐sup‐0001‐FiguresS1‐S4.zip.

**Supplemental Figure 1: Additional DNA methylation analysis of young and old Gadd45B-KO and WT HSC** (a) Heatmap of DMCs. Hierarchical clustering was performed using the Ward.D2 method based on Euclidean distance. (b) The definition diagram for DMC, DMR and DMR-NPs. (c) The epigenetic age estimated by 5 independent epigenetic clocks, with actual age shown in samples used for DNAm analysis.

**Supplemental Figure 2: Additional Transcriptional analysis of young and old Gadd45B-KO and WT HSC** (a) Gene groups whose expression increases or decreases with aging, and overlap with reported aged HSC signature genes (Arthur Flohr Svendsen et al., 2021). (b) IPA analysis of DEGs for the comparisons OWT vs YWT, YKO vs YWT, and OKO vs YKO. No IPA results are shown for OKO vs OWT due to the limited number of DEGs. (c) FPKM value of Gadd45a and Gadd45b. Two-way ANOVA was used for statistical analysis. \*:p<0.05, \*\*:p<0.005, ns: no significant.

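Gadd45a was at 18.0 ± 3.26 CPM (SD, n = 4) in OWT and 13.7 ± 3.73 CPM (SD, n = 7) in OKO, a log2 fold change of -0.40 (standard error 0.26, edgeR adjusted p = 0.602). Between OKO and YKO it was -1.19 (standard error 0.25, edgeR adjusted p = 0.0196). Gadd45b had log2 fold changes of -0.14 in YKO vs YWT (standard error 0.36, edgeR adjusted p = 1) and -1.37 in OKO vs OWT (standard error 0.31, edgeR adjusted p = 0.267), the latter lower in 7 of 7 OKO libraries (exact permutation test, two-sided, p = 0.00303). Over 32 other settings and omissions of a library, its adjusted p in OKO vs OWT ranged from 0.0324 with DESeq2 to 0.915. FPKM values were not used here.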

**Supplemental Figure 3: Single cell culture analysis of Gadd45B-KO and WT HSC** (a) Representative images of cells at days 7 and 14 after initiation of single-cell culture. Images with thick borders were taken at 20× magnification; the others were taken at 10× magnification. (b) The proliferation frequency of 2000 MPPs from single mice (n=3) cultured in differentiation media with 10uM EdU for 18 hours. Unpaired - t test. (c) Cell numbers of cultured young HSCs derived from WT and KO mice with or without 2 Gy irradiation, measured on day 7. (d) Trajectories of the cell numbers from single old WT or KO HSCs in each medium during the first 7 days of culture (day 1 is 24 hours post sorting).

**Supplemental Figure 4: Gating strategy for flow cytometry analysis of (a) peripheral blood (PB) and (b) bone marrow (BM).**

How the deposited data were processed for this re-analysis (not part of the article)

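RNA-seq of HSCs was analysed in 19 libraries, 4 labelled YWT, 4 OWT, 4 YKO and 7 OKO. The WGBS samples of the study were not analysed here. The authors trimmed the reads, aligned them with STAR to mm10 with a GENCODE M22 index, and deposited the raw count of reads that featureCounts assigned to each gene symbol in each library. Library totals ranged from 22197555 to 77970627 counts, with a median of 57562473. Whether read mates were counted singly and whether strand was used are not named in the paper's text, so overlapping genes and genes that share sequence carry extra uncertainty. Genes with a count of 2 outnumbered genes with a count of 1 in each library. The intervals between replicates cover biological and technical variation together.

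Computation used R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and sva 3.50.0. Gene positions are those of GENCODE M21 on mm10, in which 54510 of the 55376 gene symbols were found, and 33226 of the 33690 tested genes. Counts were filtered with filterByExpr and normalized by the TMM method, and the quasi-likelihood test of edgeR was applied to all 19 libraries in 1 fit with 1 mean per group and no covariate. Differentially expressed genes had a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 1.5. CPM values are normalized by TMM, except those of the receptor genes, Xist, the Y-linked genes, Car1, Klf1 and the globin genes. These exceptions were scaled by the library total alone, without the TMM factor. Before logarithms of CPM were taken, 1 was added. The paper's methods name DESeq2 with the same thresholds and point to a pairwise RUV procedure, whose settings the text does not give. The edgeR test was set as the main test before the data were examined, and DESeq2 was run as an alternative. The comparisons were OWT vs YWT, YKO vs YWT, OKO vs YKO and OKO vs OWT, with the genotype by age interaction called on the adjusted p alone. Gene lists were tested with camera at a preset correlation of 0.01, with fry and with an estimated correlation beside it. Overlaps were tested with Fisher's exact test, and correlations and overlaps of comparisons were set beside 20 simulations of unchanged groups. Each gene was simulated independently, so the simulated ranges leave out variation shared between genes. The same simulations fitted with batch as a covariate were added after the data were seen.

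Data were simulated from these libraries with 200 changed genes among 31880 in OKO vs YKO. There the edgeR procedure recovered 185 of them with 9 calls on unchanged genes, and DESeq2 recovered 185 with 57 such calls. In YKO vs YWT 0 genes were changed and both tools called 0. Recovery was therefore not measured for YKO vs YWT or OWT vs YWT. In OKO vs YKO it was not broken down by the size of the simulated change. The 185 of 200 thus cannot be read as the recovery of changes near the fold threshold.

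Genes named in the text are the 16 whose expression the paper names, and in each comparison the 2 highest and 2 lowest fold changes among the called genes with a mean log2 CPM of at least 3 in which all libraries of one group lay above all of the other. The proteasome list has 31 genes and the cell cycle list 40. Lists for B cells, T cells, erythroid cells, granulocytes, megakaryocytes and sex-linked genes were fixed in advance, and a plasma cell list of 8 genes was added later, before it was tested.

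The alternatives chosen in advance were DESeq2, upper-quartile normalization, no filter, a mean CPM of at least 5, the adjusted p alone, a fit of the compared groups only, batch as a covariate, OKO of 1 batch only, sex from Table S7 as a covariate, replicate number as a block, 1 surrogate variable from svaseq, and leaving out each library. Robust estimation in edgeR, DESeq2 with the mean CPM filter and the same with batch were added after the data were seen, as was the mean CPM filter for the principal components and for the relations with batch. Other splits of the samples were drawn in full (35) for groups of 4 and as 60 of 330 or more otherwise. Labels give female for all 19 libraries. Table S7 gives both sexes, and the sex covariate follows Table S7 in a fit without OWT. The main test has no sex or batch term. The comparison of B cells other than plasma cells with the immunoglobulin counts is not reported here.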

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

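The tests on library depth and male cells were chosen only after the result was seen.

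Of 84 groups of values, 6 held a library far from the others of its group, where about 1 in 20 groups, or 4.2, would by chance. In 3 of them the measure was the counts on 1971 olfactory and vomeronasal receptor genes. These took 757.7 CPM in YWT4 (166.3 to 265.7 in the other YWT libraries), 646.8 in YKO2 (169.9 to 207.8 in the others labelled YKO) and 2731 in OKO1 (192.7 to 981.6 in the other OKO libraries). The number of genes detected rose with these counts over the 19 libraries, with a Pearson r of 0.82 (permutation p = 1e-05, the smallest the permutations can give, 2e-05 adjusted over 4 relations) and a Spearman rho of 0.7088 (permutation p = 0.00109, adjusted 0.00218). Without OKO1 and OKO2, r was 0.73, and it was 0.93 in batch 1 and 0.41 in batch 2. Library depth is argued against, since genes detected did not rise with the total count (rho = -0.1789, permutation p = 0.464). Reads spread over silent genes, from genomic DNA or unspliced RNA, may therefore explain these libraries. No biological explanation was tested.

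YWT2 had 19.86% of its counts on Ighm and Igkc, far from the 1.08% to 2.09% of the other YWT libraries. Over the 19 libraries the plasma cell list followed Igkc (rho = 0.9702, permutation p = 1e-05, adjusted 4e-05, r = 0.96, and 0.98 without OKO1 and YWT2), with r of 0.96 in batch 1 and 0.97 in batch 2. RNA of plasma cells is a candidate source. Other B cells stay open.

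Gadd45b was at 15.49 CPM in OWT3, far from the 10.1 to 10.4 CPM of the other OWT libraries, and Cdc25a at 83.22 CPM in OKO7, far from the 19.1 to 44.4 CPM of the other OKO libraries. No technical or biological explanation was tested for these values, which are among the number of such libraries that chance gives.

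All 19 libraries are labelled female, and 7 had counts on Y-linked genes and next to none on Xist. The paper's methods state that mice of both sexes were used. In these 7 libraries Xist was between 0.939 and 6.04 CPM and the mean of the Y-linked genes between 26.2 and 56.1 CPM, while in the other 12 libraries Xist was at least 112 CPM and the Y-linked mean at most 0.0315 CPM. Male mice are a candidate source, as Table S7 lists both sexes. Of 15 libraries matched to Table S7 by number, 3 have counts of the other sex than the table lists.

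Gm9855, which the paper does not discuss, was at 23.07 CPM in the libraries labelled YKO, against 2.44 CPM in YWT. Of the 31-base words of its transcript, 83.42% are also in Tdg transcripts. In the young libraries Gm9855 rose by 20.6 CPM and Tdg changed by -15.73 CPM, and in the old libraries by 7.43 and -25.59 CPM. Reads shared between both genes may explain part of the rise, and a change at either gene in the KO mice stays open as untested. Tdg lies within 10 Mb of Gadd45b, so strain variants that came with the KO mice stay open as well.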

How the results depend on the processing

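The settings with robust estimation in edgeR, and DESeq2 with a mean CPM of at least 5 with and without batch, were chosen only after the result was seen, as was the mean CPM filter for the principal components. The cause of the changes below was not tested.

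The counts of DEGs moved with most settings. DESeq2 called 135 genes in OWT vs YWT, 136 in YKO vs YWT, 2122 in OKO vs YKO, 73 in OKO vs OWT and 7 for the interaction. Upper-quartile normalization gave 19 in YKO vs YWT, 1078 in OKO vs YKO and 7 in OKO vs OWT. Without a filter on low counts, 8 genes were called in OWT vs YWT and 20 in YKO vs YWT. With a mean CPM of at least 5, 24 were called in YKO vs YWT and 1502 in OKO vs YKO. Fits of the compared groups only called 41 in OWT vs YWT, 33 in YKO vs YWT, 115 in OKO vs YKO and 1 in OKO vs OWT. Batch as a covariate, which only the OKO libraries inform, gave 21, 34, 6420 and 25. With OKO of batch 1 only, 6285 were called in OKO vs YKO and 163 for the interaction, and with OKO of batch 2 only 24 in OKO vs OWT. The OKO libraries of batch 1 also had the most receptor counts of that group, so these fits do not isolate batch. Sex as a covariate gave 5 in YKO vs YWT and 242 in OKO vs YKO, and was not run with OWT. It follows Table S7, from which the Xist and Y-linked counts differ in 3 of the 15 libraries fitted, so it does not adjust for the sex seen in the counts. With a surrogate variable 3 were called in OWT vs YWT, 24 in YKO vs YWT and 272 in OKO vs YKO.

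With replicate number as a block, 9 genes were called in OWT vs YWT, 25 in YKO vs YWT, 1774 in OKO vs YKO and 0 in OKO vs OWT, where 2741 had an unadjusted p under 0.05 without the block. The shared increased DEGs of OWT vs YWT and YKO vs YWT were 1 with the block (Fisher's exact p = 0.00228), and r of OWT vs YWT with OKO vs YKO was -0.092. The numbers do not pair the samples, since profiles of equal number correlated at 0.28 or less.

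Among the settings chosen later, robust estimation gave 2 genes in OWT vs YWT and 17 in YKO vs YWT, and with the mean CPM filter 28 in YKO vs YWT and 1527 in OKO vs YKO. DESeq2 with that filter gave 113, 153, 1888, 22 and 7 in the order used for DESeq2, and with batch as well 480, 311, 3498, 40 and 8.

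Over the 19 fits that each left out 1 library, the DEGs ranged from 0 to 7 in OWT vs YWT (7 without OKO2), from 2 to 20 in YKO vs YWT (2 without YWT4, 20 without OKO7), from 102 to 1822 in OKO vs YKO (102 without YKO1, 1822 without OKO7), from 1 to 11 in OKO vs OWT (1 without OWT1) and from 0 to 1 for the interaction (1 without OKO2). The shared DEGs of OWT vs YWT and OKO vs YKO ranged from 0 to 4 increased and from 0 to 2 decreased genes, and r from -0.082 (without YKO2) to 0.20 (without YWT4). For OWT vs YWT and YKO vs YWT, r ranged from 0.29 (without OWT4) to 0.50 (without YWT4). The preset camera p of the proteasome list ranged from 1.52e-08 (without YKO2) to 0.162 (without YWT4), and the share of PC1 from 27.1% (without OKO1) to 39.3%.

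The overlap of increased DEGs of OWT vs YWT and YKO vs YWT was 5 genes with DESeq2 (Fisher's exact p = 3.59e-06) and 2 with OKO of batch 1 only (p = 2.30e-05), and that of OWT vs YWT and OKO vs YKO was 1 gene with a mean CPM of at least 5 (p = 0.0898). Decreased genes shared there were 26 with DESeq2 and 14 with batch as a covariate. For OWT vs YWT and YKO vs YWT, r was 0.45 without a filter and 0.054 with batch. For OWT vs YWT and OKO vs YKO, r was 0.40 with a mean CPM of at least 5, 0.75 with batch (0.43 for unchanged groups, as both then use the OKO libraries) and -0.14 with OKO of batch 1 only. The lists were no longer called by fry (p = 0.579 for proteasome and 0.46 for cell cycle genes in YKO vs YWT) or by camera with the estimated correlation (p = 0.49 and 0.36, and 0.0702 for cell cycle genes in OKO vs YKO). PC1 held 31.8% without scaling and 35.2% with all genes counted.

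Some small fold changes changed direction. Gata2 in OKO vs YKO was 0.040 with DESeq2 at a mean CPM of at least 5, 0.12 with batch as well, 0.071 in edgeR with that filter with or without robust estimation, and 0.041 with a surrogate variable. Rxra in OKO vs YKO was -0.17 with batch, -0.099 with OKO of batch 1 only and -0.0091 with the replicate block, and ranged from -0.14 (without OKO5) to 0.37 over the fits that each left out 1 library, with -0.015 without YKO1. In OWT vs YWT Rxra was -0.029 with batch, and in YKO vs YWT it ranged from -0.30 to 0.058 (without YKO1). Rxrb in YKO vs YWT was -0.037 with a surrogate variable and ranged from -0.051 (without YKO4) to 0.095, and was also negative without YWT3, YWT4 or YKO3. Gadd45b in YKO vs YWT ranged from -0.42 to 0.18 (without YWT2) and was 0.016 without YKO4, and Gadd45g ranged from -0.089 (without YKO4) to 0.24. Of the other fold changes of named genes over the settings that kept all libraries, 17 passed the threshold, 26 no longer passed it and 523 were the same.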

Differences from the paper's values

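DESeq2 with a mean CPM of at least 5, with and without batch, was chosen only after the result was seen.

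The paper counts 186 increased and 67 decreased genes in OWT vs YWT, against 1 and 0 here (1476 at an unadjusted p under 0.05). In YKO vs YWT the paper's counts are 627 and 415, against 7 and 2 here. The paper's lists hold 32 genes in OWT vs YWT and 485 in YKO vs YWT with a fold change under 1.5. These counts were thus not all cut at the fold threshold used here. The adjusted p alone called 1 and 9 genes here, so the fold threshold does not make up the gap. The paper's methods name DESeq2. As run here it gave 102 and 33 in the former and 76 and 60 in the latter comparison, and none of the alternatives set before the data were examined closed these gaps. For OKO vs YKO the paper's counts are 2321 and 2657, against 201 and 233 here and 1245 and 877 with DESeq2. With batch as a covariate 1922 genes were increased, and with OKO of batch 1 only 2193, within 1.5 times the paper's count. So were the 2078 of DESeq2 with a mean CPM of at least 5 and batch, chosen after seeing the values. No alternative closed the gap for decreased genes, of which these 3 settings gave 4498, 4092 and 1420. In OKO vs OWT the counts are about 26 and about 32 in Fig. 2, read by eye, against 5 and 6 here. None of the alternatives set before the data were examined closed either gap, and DESeq2 with a mean CPM of at least 5 and batch, chosen after seeing the values, gave 23 decreased genes.

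The paper gives 12 OWT libraries, of which 4 were analysed here. From the paper's Table S4, 9 increased and 7 decreased genes are shared between OWT vs YWT and YKO vs YWT, against 0 and 0 here, with 62 and 33 shared at an unadjusted p under 0.05. Between OWT vs YWT and OKO vs YKO, about 160 increased and about 48 decreased genes are shared in Fig. 2, read by eye, against 1 and 0 here, with 462 and 153 at an unadjusted p under 0.05. None of the alternatives set before the data were examined closed these gaps.

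The fold changes were on the same scale. All 253 genes that the paper's Table S4 lists for OWT vs YWT, and all 1041 tested genes listed for YKO vs YWT, had the paper's direction here, with a Pearson r of 0.996 across genes in each. Of the listed genes, 32 and 485 have a fold change under 1.5 in the paper's table. The paper's mean counts were lower than the normalized means here by a median factor of 5.58 over 1798 genes, with most genes between 5.29 and 5.73.

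The paper states that YKO HSCs lie farthest from the other groups on PC1. Here the lowest PC1 values were those of 3 OKO libraries, and 3 of the 4 libraries labelled YKO lay within the range of OWT. These OKO libraries had the most receptor counts of their group, so PC1 here cannot be read as a difference between groups alone. The paper states that Clec1a is increased in young KO HSCs, while its log2 fold change was -1.11 here and is -1.11 in the paper's Table S4. The paper states that the quadrants of opposite change were not enriched in genes. The quadrant counts here equalled those from the paper's listed fold changes in OKO vs YKO (58, 80, 14 and 26), so only the test differs. The log2 odds ratio was 1.27 there (Fisher's exact test, p = 0.0178), although genes are not independent replicates. The counts were 16, 13, 14 and 15 in YKO vs YWT and 17, 9, 1 and 22 in OWT vs YWT. These were not tested, as the table as read here holds fewer genes than the paper counts. The paper lists Cdc25b, E2f2, E2f4, Cdc25a, Gadd45a, Clec1a, Dnmt1 and Tet1 as DEGs in YKO vs YWT, and none passed here, where 6 of the 16 named genes had an unadjusted p under 0.05. Cdc25b passed with DESeq2 at a mean CPM of at least 5 (adjusted p = 0.0355) and with batch as well (0.0194), within a range of 0.0194 to 1 over its settings, and Clec1a with the latter (0.0288, range 0.0288 to 1), all chosen after seeing the values. In OWT vs YWT the paper also lists Clec1a, which passed here only in the fit of the compared groups (adjusted p = 0.034) and in DESeq2 with a mean CPM of at least 5 and batch, chosen after seeing the values (0.0126, range 0.0126 to 1).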

Other observations

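The tests on red cell RNA, on strain variants and on a mislabelled sample were chosen only after the result was seen.

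Other splits of the same libraries were fitted for each count of DEGs. In OWT vs YWT 1 of 35 splits, the real one, gave as many genes, and in YKO vs YWT 1 of 35, where the highest other count was 2. In OKO vs YKO 3 of 60 splits drawn from 330 gave at least the 434 genes, the real one included, and in OKO vs OWT 3 of 60 gave at least 11. The other splits gave a median of 0 genes in both comparisons and at most 3498 and 3631. The split that follows batch gave 4 genes in OKO vs YKO. For the interaction, with 0 genes called and 1556 at an unadjusted p under 0.05, splits decide nothing, as all 60 of 60 must give at least 0. For the proteasome list in YKO vs YWT 13 of 35 splits gave a median as large, for the cell cycle list 3 of 35, and for the cell cycle list in OKO vs YKO 6 of 60.

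The log2 fold changes of OWT vs YWT cannot be told apart from batch, as all OWT libraries are of batch 2 and all YWT libraries of batch 1. Across the 33690 genes, which are not independent replicates, their r with OKO of batch 2 minus OKO of batch 1 was 0.243, and 5 of the 35 splits of the OKO libraries gave a value as large. With OKO of batch 1 minus YKO, which shares no batch difference, r was 0.1028, as large in 13 of 35 labelings. These values are of differences between group means of log2(CPM + 1). Between the fitted log2 fold changes, with OKO of batch 1 only, r was -0.14, so the sign depends on how the differences are taken. Among genes with a mean CPM of at least 5, a setting chosen later, the values were 0.14 and 0.30. Batch and age both stay open.

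Counts of other cell types differed between the groups. All 15 of 15 B cell genes fell in OKO vs YKO, with a median of -1.76 on the log2 scale (limma's fry, adjusted p = 0.00448 over all lists and comparisons), as did 10 of 10 T cell genes (-2.09, adjusted p = 0.0315) and 10 of 10 erythroid genes (-3.10, adjusted p = 5.19e-05). In OWT vs YWT 15 of 15 B cell genes (median -1.52, adjusted p = 0.102) and 9 of 10 erythroid genes (median -1.11, adjusted p = 0.092) fell, while T cell genes had a median of -0.079 (adjusted p = 0.959). Of the granulocyte genes 10 of 10 rose in OWT vs YWT (median 1.74, adjusted p = 0.177) and 10 of 10 fell in OKO vs OWT (median -1.73, adjusted p = 0.092). The 8 megakaryocyte genes fell in OKO vs OWT (median -0.66, adjusted p = 0.299), the 5 sex-linked genes had a median of -1.08 in OKO vs YKO (adjusted p = 0.668), and 8 of 8 plasma cell genes fell in YKO vs YWT (median -0.37, adjusted p = 0.984).

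In the libraries labelled YKO 10 of 10 erythroid genes were higher than in YWT (median 1.68, limma's fry, adjusted p = 0.0701), as were 10 of 10 T cell genes (median 2.07, adjusted p = 0.0701) and 13 of 15 B cell genes (median 0.77, adjusted p = 0.668). From YWT to the libraries labelled YKO, Car1 rose by 1516 CPM, 251.2% of the summed rise of 4 globin genes (603.2 CPM), and Klf1 by 135.4 CPM. This argues against RNA carried over from red cells as the whole source, while erythroid progenitors in the sorted cells stay open as untested.

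The changes in OKO vs YKO were not removed by trends with GC content or gene length. Of the 431 called genes with a known GC content and length, 100% stayed past the fold threshold once the GC trend was removed, and 100% once the length trend was removed. The fitted trends ran only from 0.094 to 0.53 for GC content and from 0.12 to 0.35 for length (5th to 95th percentile). All 434 genes with an adjusted p under 0.05 already passed the fold threshold, and the test was not rerun, so this is weak evidence against either bias.

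Gadd45b differed within the libraries labelled YKO, at 5.98 CPM in YKO3 and 5.14 CPM in YKO4, below the 7.34 CPM of the lowest YWT library, and at 12.7 CPM in YKO1 and 14.3 CPM in YKO2. A score of the 11 genes called in OKO vs OWT was higher in 4 of the 4 libraries labelled YKO (0.47 to 0.63) than in each YWT library (-0.81 to -0.63), which argues against an exchange of YKO and YWT libraries. How the allele alters the counted reads of Gadd45b was not tested.

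At an unadjusted p of 0.01, 54 genes with a known position differed the same way between genotypes at both ages. Within 10 Mb of Gadd45b lay 3 of them, or 5.556%, against 1.275% of the other genes (Fisher's exact test, p = 0.0321), which is narrow evidence from few genes. Of the 54 genes, 20 had another of the set within 1 Mb, against a mean of 3.52 and a highest value of 17 in 10000 random sets (permutation p = 1e-04, the smallest they can give). Strain variants near the targeted gene and elsewhere that came with the KO mice may explain part of these genes, and neighbours that share reads would cluster too. A biological difference of genotype stays open.

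The paper names Rxra and Rxrb as regulators and shows methylation at Gata2. Between OKO and YKO the expression of Gata2, Rxra and Rxrb had log2 fold changes of -0.14, 0.12 and -0.22, and in YKO vs YWT of 0.12, -0.09 and 0.04, with exact permutation p of at least 0.171. Gata2 was at 469 ± 29.2 CPM (SD, n = 4) in YWT and 509 ± 36.8 CPM (SD, n = 4) in the libraries labelled YKO.

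Dnmt1 was at 324 ± 42.2 CPM (SD, n = 4) in YWT and 498 ± 75.6 CPM (SD, n = 4) in the libraries labelled YKO, a log2 fold change of 0.62 (standard error 0.29, edgeR adjusted p = 1), and Tet1 at 34.8 ± 5.60 and 22.6 ± 3.84 CPM (SD, n = 4 each), a log2 fold change of -0.62 (standard error 0.29, edgeR adjusted p = 1). For each, the 4 libraries labelled YKO did not overlap those of YWT (exact permutation test, two-sided, p = 0.0286, and 0.141 adjusted over the 16 genes in 4 comparisons). Over the 33 other settings and omissions of a library the lowest adjusted p was 0.0881 for Dnmt1 and 0.189 for Tet1. In OKO vs YKO Dnmt1 fell by 1.08 on the log2 scale (standard error 0.25, edgeR adjusted p = 0.0332), with adjusted p from 4.54e-05 to 0.159 over the other settings. No technical or biological explanation was tested for these genes.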
